# Tissue-specific alteration of gene expression and function by RU486 and the GeneSwitch system

**DOI:** 10.1038/s41514-019-0036-8

**Published:** 2019-05-21

**Authors:** Maricela Robles-Murguia, Liam C. Hunt, David Finkelstein, Yiping Fan, Fabio Demontis

**Keywords:** Genome, Medical research

## Abstract

The GeneSwitch (GS) is a modified Gal4/UAS system, whereby transgene expression is induced in *Drosophila* by adding the drug RU486 to food. The GS system is routinely used in *Drosophila* aging and behavioral studies to avoid confounding effects related to genetic background mutations. Here, we report transcriptional and functional defects that are induced by RU486 in a stock- and tissue-dependent manner, such as defects in flight and mitochondrial gene expression. In addition to including proper controls, our findings suggest that context-specific side effects induced by RU486 should be considered in the experimental design and when interpreting the observed phenotypes.

## Introduction

GeneSwitch (GS) is a modified Gal4/UAS system, whereby transgene expression is induced in *Drosophila* by adding the drug RU486 (mifepristone) to food. This drug-inducible system is most widely used in *Drosophila* behavioral, metabolic, and aging studies to exclude the contribution of cytoplasmic and genetic background mutations to observed phenotypes.^1,2^ Its widespread use has been sustained by the apparent lack of major caveats and the extensive knowledge that has been gained about this system since its introduction in 2001.^1,2^ However, a few concerns have been raised about the GS system, including substantial leakiness of some GS-Gal4 drivers and effects of RU486 under specific dietary conditions.^3–6^ Altogether, the knowledge gained from these studies has led to improved experimental designs and avoidance of confounding effects derived from the use of RU486 under specific circumstances.^3–6^ On this basis, to improve the usage of the GS system in skeletal muscle, we have generated a new muscle-specific GS-Gal4 driver and examined its efficacy in this tissue.

## Results

We have generated a new GeneSwitch Gal4 driver for drug-induced transgene expression in flight muscles, *Act88F-GS* (see the “Methods” section). Compared with Mhc-GS-Gal4, which is leaky,^3^ we find that *Act88F-GS* does not drive any meaningful *foxo* and *mCherry* transgenic expression in the absence of RU486 (Supplementary Figure 1). Moreover, it drives expression specifically in thoraces, as expected based on the flight muscle-restricted expression of *Act88F*. Consistent with previous studies with skeletal muscle-specific constitutive Gal4 drivers,^7^ we find that also RU486-induced muscle-specific overexpression of *foxo* with *Act88F-GS* extends the life span (Supplementary Figure 1).

However, in the course of these experiments, we observed serious unreported phenotypes that were induced by RU486. Specifically, by analyzing the gene expression changes induced by RU486 in the thoracic skeletal muscle of *Act88-GS-Gal4* flies (Supplementary Data 1), we found that RU486 represses the expression of nuclear-encoded mitochondrial genes (Fig. 1a). 

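Thoraces of male *Act88F-GS-Gal4* flies were profiled by RNA-seq after 4 days on normal food and 10 days on food with 100 µM RU486 or with ethanol alone (control), with 3 samples per group. In this stock the *Act88F* flight muscle promoter drives GeneSwitch, a Gal4 fused to a hormone receptor domain that RU486 activates. The authors prepared stranded mRNA libraries, mapped the reads to the *Drosophila* genome BDGP5.75 with StrongARM and counted them per gene with HTSeq. The deposited values are these counts for 15682 gene symbols, without normalization. The reads counted on genes came to 61288715, 58354254 and 34604395 in RU486 replicates 1, 2 and 3, and to 53336753, 34020840 and 37557630 in control replicates 1, 2 and 3. Counts were scaled by edgeR's TMM method, genes with too few counts were removed by edgeR's filterByExpr, and the 10600 genes left were compared between RU486 and control with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment. At an adjusted p under 0.05, 1332 genes were higher and 2112 lower after RU486. By the criteria of the Fig. 2 legend, 405 genes were higher and 530 lower, and in 367 and 519 of these every RU486 sample lay beyond every control sample. The spread between replicates, as edgeR's common biological coefficient of variation, was 18.3%. With the replicate number as a block, 877 genes were higher and 1585 lower at an adjusted p under 0.05. Deviations from the group means correlated across genes at -0.147 to 0.0519 for the 3 pairs of same-numbered samples and at -0.135 to 0.164 for the 6 differently numbered pairs, so the same-numbered samples did not deviate together. The number of higher genes fell furthest when each sample's mean level of testis-marker genes was added to the model (208 genes) and rose furthest with total counts only (2631 genes), while the number of lower genes moved most with the paper's per-gene unequal-variance test on log2(FPKM + 1) (379 genes).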

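The list of mitochondrial proteins that the authors plotted, from MitoMax, was not used here. In its place, 227 nuclear-encoded mitochondrial genes were listed by symbol from the mitochondrial ribosome, mitochondrial translation, OXPHOS, the TCA cycle, ubiquinone synthesis, iron-sulfur assembly and protein import. Of the 219 that were tested, 213 were lower after RU486, and 176 (80.4%) were lower with an adjusted p under 0.05, against 1 that was higher. Their median log2 fold change was -1.01, with quartiles of -1.24 and -0.68, while the median of all tested genes was 0.010. Among 10000 random lists of the same size, matched on mean expression, 0% had a lower median. The mean log2 CPM of the listed genes was 5.79, 5.90 and 6.15 in the RU486 samples and 6.96, 6.97 and 6.86 in the controls, so the groups were separated by more than the spread within either. The shift of the list against the other genes had an adjusted p = 1.09e-34 in limma's camera test with a preset inter-gene correlation of 0.01, and an adjusted p = 0.104 with that correlation estimated from the list. With the replicate block the median was -1.03 and the share lower at an adjusted p under 0.05 was 76.7%. Across scalings of the libraries the median came closest to 0 with total counts only, at -0.84, where the median of all genes was 0.18. Genes of the mitochondrial genome itself were listed at 0 counts in every sample. From the expression changes in these flies, shown in Fig. 1a, the paper concludes that RU486 represses nuclear-encoded mitochondrial genes in thoracic muscle.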

Consistent with this, several GO categories related to mitochondria were the most downregulated by RU486 (Fig. 1b). Moreover, the activity of succinate dehydrogenase (SDH), which is key for muscle function,^8^ was also decreased in thoracic skeletal muscle (Fig. 1c), suggesting that the RU486-induced decrease in mitochondrial gene expression also affects mitochondrial metabolism. 

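The DAVID categories were not recomputed, and the families behind the list of mitochondrial genes were examined instead. All 74 tested genes of the mitochondrial ribosome were lower after RU486, 69 of them with an adjusted p under 0.05, and their median log2 fold change was -1.01. Of the 70 OXPHOS subunit genes, 69 were lower (median -1.06), and 49 passed an adjusted p under 0.05. The 21 TCA cycle genes had a median of -0.99, with 19 lower. The 10 genes of ubiquinone synthesis and the 9 of iron-sulfur assembly were all lower with an adjusted p under 0.05, with medians of -1.19 and -1.74. Genes of mitochondrial translation other than the ribosome (24 genes, median -0.60) and of protein import (15 genes, median -0.42) fell less. Each of these families had an adjusted p under 0.05 in limma's camera test at the preset correlation, and each kept its direction under every scaling that was tried. Families outside mitochondria also moved. The 12 glycolysis genes were all lower (median -0.87), and 18 of 19 flight muscle structure genes were lower (median -0.61), with adjusted p = 2.92e-06 and 0.000447 in camera. Of the 32 proteasome genes, 29 were lower (median -0.32, adjusted p = 0.000447 in camera). The 84 cytosolic ribosomal protein genes had a median of 0.10, with 69 higher (adjusted p = 0.0183 in camera). In edgeR, 1 of these 84 genes was lower with an adjusted p under 0.05 and 0 were higher. Fitted with the replicate block, the medians of OXPHOS and iron-sulfur assembly were -1.11 and -1.75.

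**Figure D1:**
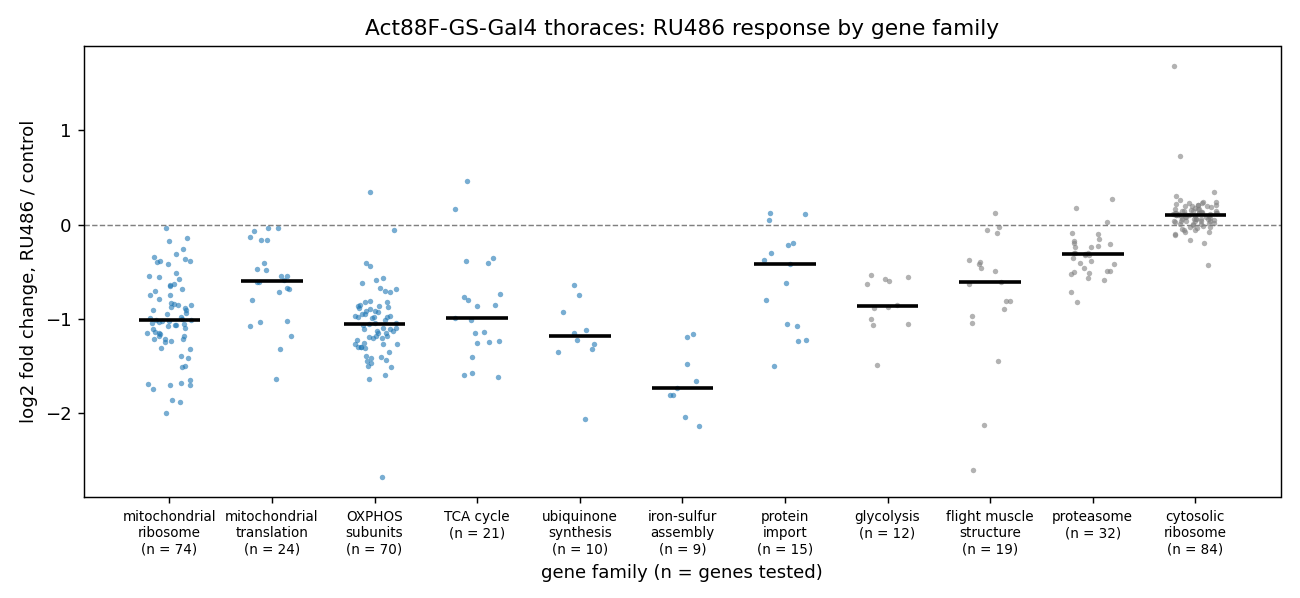
Log2 fold change (RU486 against control) of each gene in 7 mitochondrial families (blue) and 4 other families (gray) in *Act88F-GS-Gal4* thoraces. Points are genes and bars are medians, which run from -1.74 for iron-sulfur assembly to -0.42 for protein import in the mitochondrial families and lie at 0.10 for cytosolic ribosomal proteins.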

Importantly, for these experiments, flies were reared for 10 days on 100 µM RU486, a concentration that is within the standard of up to 200 µM used in most studies.^1,9^ Subsequent qRT-PCR analyses of muscle samples from flies treated with different concentrations of RU486 indicate that defects in mitochondrial gene expression occur at fairly low levels (10 µM) of RU486 (Fig. 1d). These findings are in agreement with the effects of RU486 that have been observed in some mammalian cultured cells. Specifically, RU486 can inhibit mitochondrial gene expression through its antagonistic action on glucocorticoid receptors.^10–12^

**Fig. 1:**
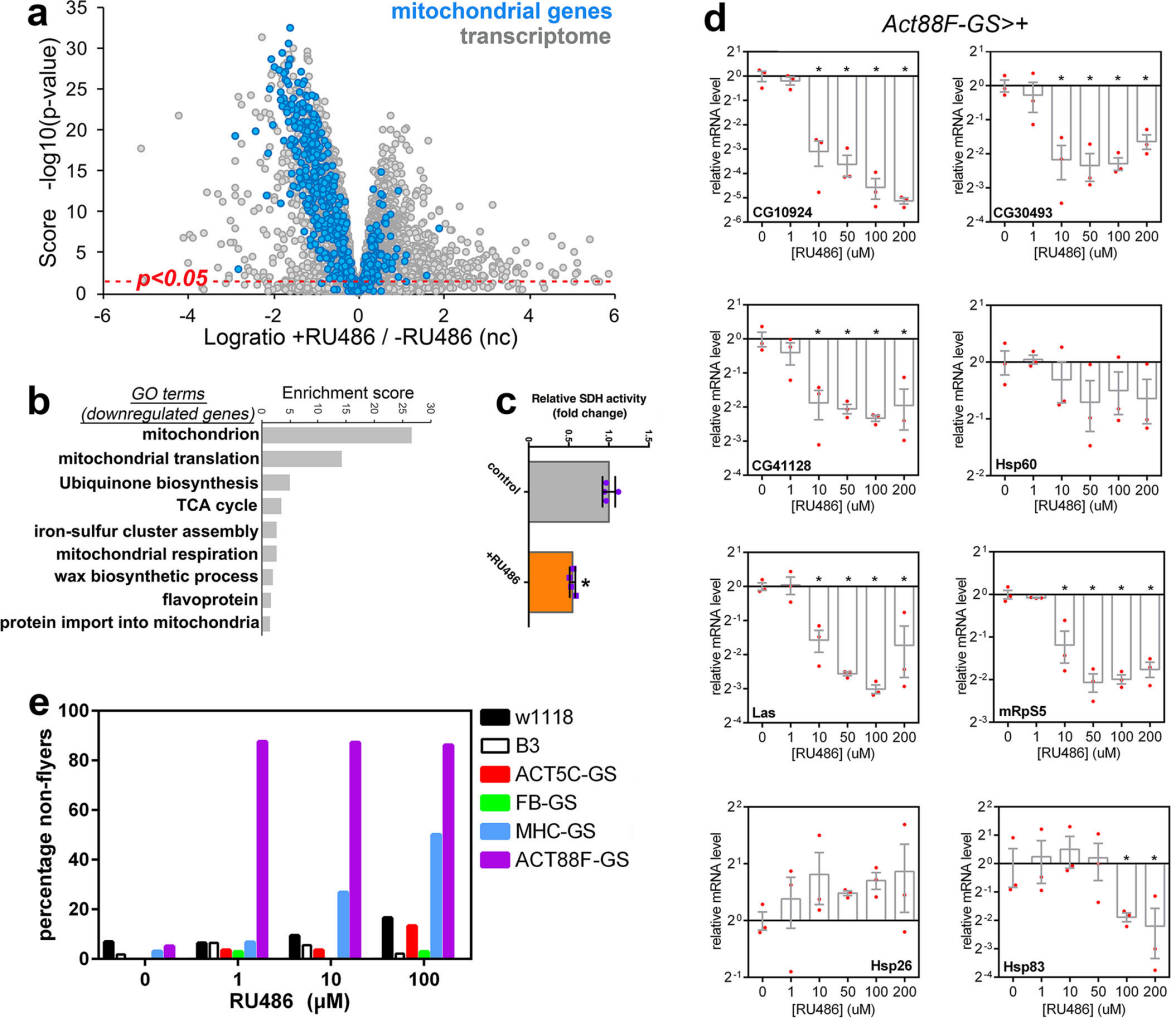
Transcriptional and functional defects induced by RU486 in skeletal muscle. **a** RNA-seq of thoracic skeletal muscle from *Drosophila Act88F-GS* flies treated with 100 µM RU486 for 10 days and untreated controls (–RU). RU486 represses the expression of nuclear-encoded mitochondrial genes, which is the first category of genes downregulated by RU486 (**b**). The transcriptome and the totality of mitochondrial genes are shown in gray and blue, respectively. The *x* axis reports the log ratio of gene expression changes of RU486-treated flies versus untreated controls, whereas the *y* axis reports the significance score, which is the –log10(*P*-value). Hence, values above the red line (*P* < 0.05) correspond to significantly regulated genes. No GO categories are identified in genes with RU486-upregulated expression. **c** RU486 treatment decreases SDH activity in the muscle of *Act88F-GS-Gal4* flies (*n* = 4, SD, *P < 0.05). **d** qRT-PCR analysis of skeletal muscle from *Act88-GS-Gal4* flies treated with RU486. Consistent with RNA-seq data, qPCR analysis confirms that the expression of mitochondrial genes (*CG10924*, *CG30493*, *CG41128*, *Hsp60*, *Las*, and *mRpS5*) declines in response to RU486 treatment in a dose-dependent manner. Conversely, RU486 induces the expression of the cytoplasmic chaperones *Hsp26* and *Hsp83* (*n* = 3, SD, *P < 0.05). **e** In flies with muscle expression of GS-Gal4 (*Mhc-GS-Gal4* and *Act88F-Gs-Gal4*), treatment for 1 week with 1, 10 or 100 µM RU486 leads to high percentages of flightless flies, compared with untreated controls. However, RU486 exerts minimal influence on the flight capacity of WT strains (*w*^*1118*^ and *B3*) and non-muscle GS-Gal4 strains with little or no GS-Gal4 expression in skeletal muscle (*Act5c-GS-Gal4*; *FB-GS-Gal4*, a combination of *S32-GS-Gal4* *+* *S106-GS-Gal4*). Supplementary Table 1 reports statistical analyses

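The 6 mitochondrial genes named in the legend for qRT-PCR were read out from the RNA-seq counts of the same stock, as TMM-scaled CPM. Coordinates are those of BDGP6.54, a later build than the one the reads were mapped to. *CG30493* (chromosome 2R, 7699253 to 7703501) fell from 178 ± 20.8 CPM (SD, n = 3) in controls to 42.4 ± 0.320 (SD, n = 3) after RU486, a log2 fold change of -2.07 (standard error 0.10, adjusted p = 0.000161 from edgeR's quasi-likelihood test). *CG41128* (chromosome 3R, 3750363 to 3752353) fell from 151.5 ± 6.51 to 35.7 ± 0.524 CPM, a log2 fold change of -2.08 (standard error 0.06, adjusted p = 0.000161). *Las* (chromosome 3L, 20430605 to 20432361) fell from 265 ± 22.7 to 66.5 ± 5.20 CPM, a log2 fold change of -2.0 (standard error 0.10, adjusted p = 0.000161). *mRpS5* (chromosome 3L, 24537236 to 24543534) fell from 1135 ± 184 to 308 ± 26.1 CPM, a log2 fold change of -1.88 (standard error 0.15, adjusted p = 0.000424). *CG10924*, whose symbol matches more than 1 gene of the later annotation and so has no coordinates here, fell from 47.5 ± 11.1 to 10.1 ± 2.29 CPM, a log2 fold change of -2.23 (standard error 0.23, adjusted p = 0.00125). *Hsp60* (chromosome X, 11108482 to 11112308) went from 324 ± 25.7 to 279 ± 9.95 CPM, a log2 fold change of -0.21 (standard error 0.09), which did not pass the threshold (adjusted p = 0.102). With each sample left out in turn, the log2 fold change of *Hsp60* stayed between -0.26 and -0.15 and that of *Las* between -2.07 and -1.93. In the fit with the replicate block, *Las* was at -2.0 and *Hsp60* at -0.21. The 4 succinate dehydrogenase subunit genes were lower as well, with log2 fold changes of -1.59 for *SdhA*, -1.26 for *SdhB*, -1.15 for *SdhC* and -1.41 for *SdhD* (listed as *CG10219*), and adjusted p between 0.000263 and 0.0135. *Alpha-Tubulin 84B*, the normalization reference of the qRT-PCR, had a log2 fold change of 0.22 (standard error 0.13, adjusted p = 0.235).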

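Among the genes higher after RU486 in *Act88F-GS-Gal4* thoraces, the largest rises past an adjusted p under 0.05 in edgeR, with every RU486 sample above every control sample and a mean log2 CPM of at least 1, were those of *CG6639*, *Dro* and *edin*. *Dro* (chromosome 2R of BDGP6.54, 14745961 to 14746714), which encodes the antimicrobial peptide drosocin, rose from 12.7 ± 6.60 CPM (SD, n = 3) to 795 ± 340 (SD, n = 3), a log2 fold change of 5.97 (standard error 0.52, adjusted p = 0.000643). *CG6639* rose by a log2 fold change of 6.22 (standard error 0.81, adjusted p = 0.00253) and *edin* by 5.89 (standard error 0.92, adjusted p = 0.00488), both with RU486 samples that varied by nearly as much as their mean (111 ± 101 and 40.2 ± 33.6 CPM). Genes that fell furthest by the same rule were *CG15617* (log2 fold change -4.82), *CG15930* (-4.25) and *CG15358* (-3.92). The log2 fold change of *Dro* with the replicate block was 6.00 and that of *CG15617* was -4.93.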

To further extend this analysis, we monitored the flight capacity of RU486-treated flies. We observed that a high percentage of flies expressing *Act88F-GS-Gal4* and *MHC-GS-Gal4* became flightless after RU486 treatment (Fig. 1e) at concentrations well below those used in most studies,^1,9^ presumably due to derangement of mitochondrial gene expression and function in flight muscles. However, only a minority of *w*^*1118*^ or *B3* wild-type flies and flies from non-muscle GS strains became flightless upon treatment with RU486 (Fig. 1e and Supplementary Table 1), suggesting that the interaction of RU486 with muscle-expressed GS-Gal4 affects flight ability. 

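Thoraces of male *w*1118 flies, a white-eyed laboratory strain without GeneSwitch, and heads of *elav-GS-Gal4* flies, in which a neuronal promoter drives GeneSwitch, were sequenced under the same scheme of 10 days on 100 µM RU486 or ethanol, with 3 samples per group. The deposited values are counts per gene, as for *Act88F-GS-Gal4* thoraces, and were compared in the same way. Unaligned reads were listed as 0 in all 6 head samples and as 774393 to 2646573 in the thorax samples, a difference that the paper's text does not explain. In *w*1118 thoraces the reads counted on genes came to 71506431, 95439204 and 64165964 in RU486 replicates 1, 2 and 3, and to 96176923, 82050098 and 83700548 in the controls. In *elav-GS-Gal4* heads they came to 44306026, 64357880 and 52312045 in RU486 replicates 1, 2 and 3, and to 73692587, 40830481 and 71915924 in the controls. The tests covered 12980 genes in *w*1118 thoraces and 10653 in *elav-GS-Gal4* heads. The common biological coefficient of variation was 40.7% in *w*1118 thoraces and 30.5% in *elav-GS-Gal4* heads, although the RU486 replicates of heads lay close together (Pearson's r of log2 CPM across genes 0.991 to 0.995). The replicate pair farthest apart in each was RU486 replicates 1 and 2 in *w*1118 (r 0.893) and control replicates 1 and 3 in *elav-GS-Gal4* (0.887).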

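Nuclear-encoded mitochondrial genes had a median log2 fold change of 0.059 in *w*1118 thoraces (223 genes tested) and of 0.10 in *elav-GS-Gal4* heads (218 genes tested). Their mean log2 CPM was 6.51, 6.47 and 6.49 in the RU486 samples of *w*1118 against 6.50, 6.50 and 6.49 in its controls, which overlap. In heads it was 5.54, 5.62 and 5.55 after RU486 against 5.48, 5.48 and 5.46 in controls, a small difference in which every RU486 sample was higher. The upward shifts of the list had an adjusted p = 0.00048 and an adjusted p = 1.36e-06 in limma's camera test at the preset correlation, and an adjusted p = 0.707 and an adjusted p = 0.574 with the correlation estimated from the list. In the fits with the replicate block the medians were 0.058 in *w*1118 thoraces and 0.10 in *elav-GS-Gal4* heads. With the testis-marker level of each sample in the model, the median in *w*1118 was -0.020.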

Interestingly, RU486 treatment of *w*^*1118*^ wild-type flies and of the neuronal-specific *elav-GS-Gal4* line did not affect the expression of mitochondrial genes in thoraces and heads, respectively, although the expression of many other gene categories was affected (Fig. 2 and Supplementary Data 1). These findings suggest that it is the interaction of RU486 with GS-Gal4 that deranges mitochondrial gene expression in *Drosophila* in a context-specific manner.

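The difference between the responses of the thoraces was tested in 1 fit of the 12 thorax samples in 4 groups, as the change after RU486 in *Act88F-GS-Gal4* minus that in *w*1118. Of 13019 genes, 1545 responded lower and 559 higher in *Act88F-GS-Gal4* with an adjusted p under 0.05 (edgeR's quasi-likelihood test). For the nuclear-encoded mitochondrial genes the median log2 difference was -1.06 over 223 genes, 163 of which were lower with an adjusted p under 0.05 (adjusted p = 9.87e-49 for the list in limma's camera test at the preset correlation). Camera was not run on this difference with the correlation estimated from the list. With replicate blocks within each stock the median was -1.09 and 1745 genes passed. The median came closest to 0 with total counts only, at -0.87, where the median of all genes was 0.27. The labels name no sequencing run or date, so stock and sequencing run cannot be told apart in the levels, while each change after RU486 is taken within a stock. Heads were not entered in this fit, since they differ from the thoraces in both tissue and stock. From the fall in *Act88F-GS-Gal4* thoraces and its absence in the other flies, the paper proposes that the interaction of RU486 with GS-Gal4 alters mitochondrial gene expression in a context-specific manner.

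**Figure D2:**
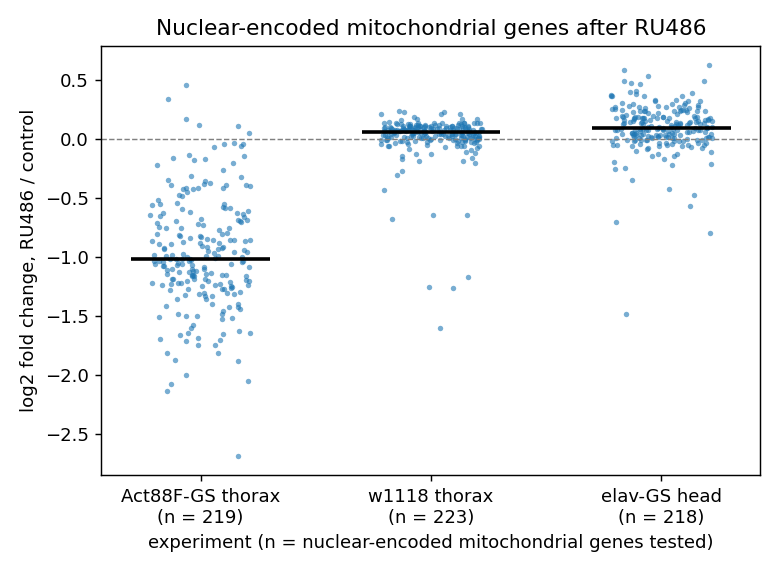
Log2 fold change (RU486 against control) of each nuclear-encoded mitochondrial gene in the 3 experiments. Points are genes and bars are medians, at -1.01 in *Act88F-GS-Gal4* thoraces, 0.059 in *w*1118 thoraces and 0.10 in *elav-GS-Gal4* heads.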

**Fig. 2:**
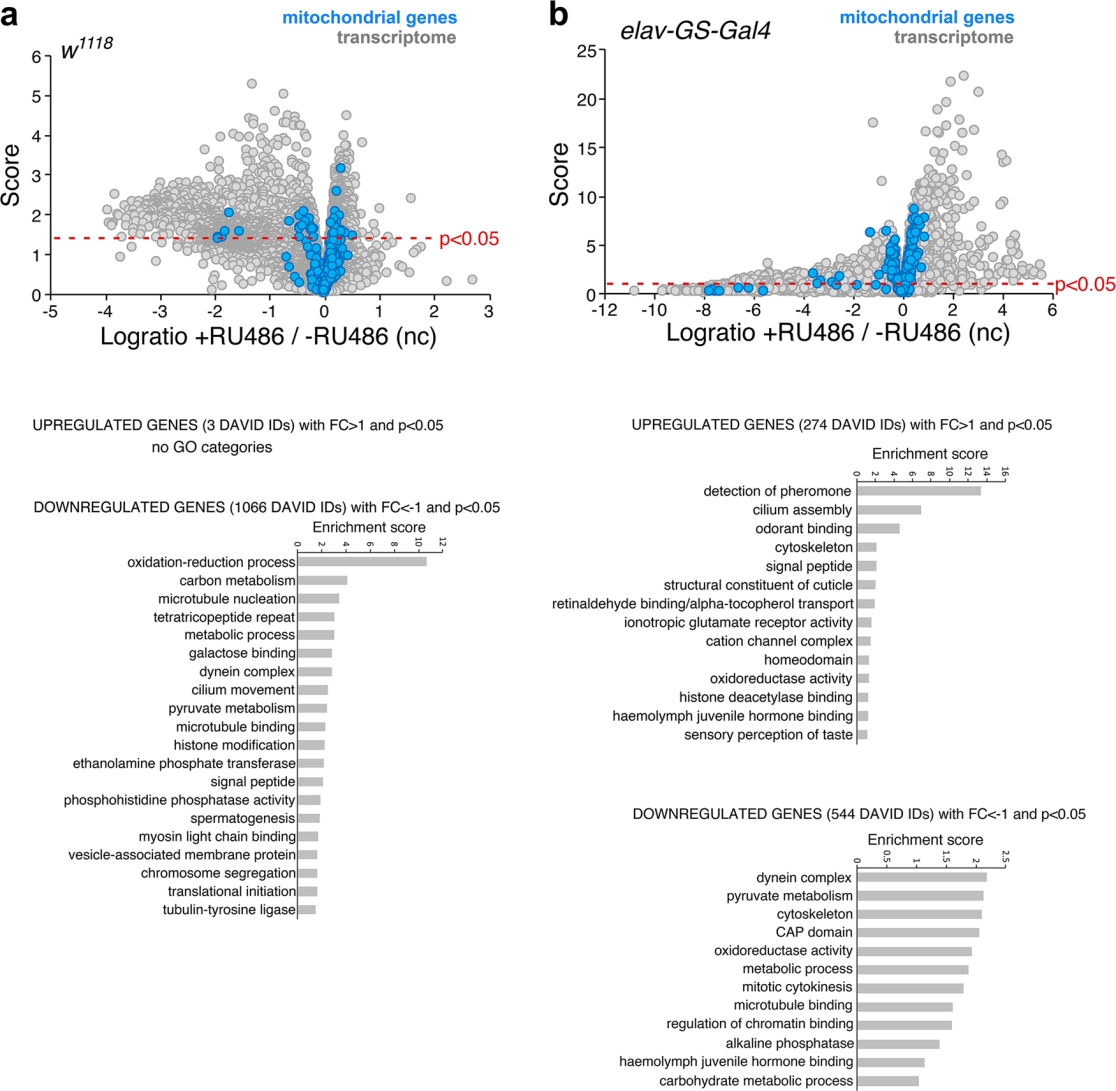
Tissue-specific changes induced by RU486 in a stock-dependent manner. **a** Treatment with 100 µM RU486 induces changes in gene expression in thoraces (consisting primarily of skeletal muscle) of *w*^*1118*^ flies. GO categories describing the 1066 genes that are downregulated with *p* < 0.05 and a Log2 ratio of <−1, compared with controls. Only three genes were upregulated with *p* < 0.05 and a Log2 ratio of >1. Only few mitochondrial genes (blue) are downregulated. **b** RU486-induced gene expression changes in head samples of *elav-GS-Gal4* flies. GO categories of genes transcriptionally modulated by treatment with 100 µM RU486. In total, 274 genes were upregulated with *p* < 0.05 and a Log2 ratio of >1, whereas 544 genes were downregulated with *p* < 0.05 and a Log2 ratio of <−1, compared with controls. Only few mitochondrial genes (blue) are downregulated

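In *w*1118 thoraces, 270 genes had an unadjusted p under 0.05 and a log2 fold change under -1 in edgeR's quasi-likelihood test, and in 264 of them every RU486 sample lay below every control sample. The number of genes lower with an adjusted p under 0.05 was 0, and the smallest adjusted p over all genes was 0.539. At an unadjusted p under 0.05, 529 genes were lower whatever the size of their change. With the replicate number as a block, 446 genes met the criteria of the legend and 0 were lower at an adjusted p under 0.05. Deviations from the group means correlated across genes at 0.303 to 0.566 for the 3 pairs of same-numbered samples and at -0.603 to 0.448 for the 6 differently numbered pairs, so all same-numbered pairs deviated together, but a differently numbered pair did as well. The count fell furthest with the paper's per-gene unequal-variance test on log2(FPKM + 1), to 86 genes, and rose furthest without RU486 replicate 2, to 764. RU486 replicate 1 stood apart from the others in genes of the male reproductive tract. A list of 65 testis-marker genes had a mean log2 CPM of 0.12 in RU486 replicate 1, 3.99 and 2.88 in RU486 replicates 2 and 3, and 3.74, 4.45 and 4.59 in the controls. All 65 were lower after RU486, with a median log2 fold change of -1.18, and 6 of them met the criteria of the legend.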

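In the opposite direction, 11 genes of *w*1118 thoraces had an unadjusted p under 0.05 and a log2 fold change over 1, and in 10 of them every RU486 sample lay above every control sample. The number higher with an adjusted p under 0.05 in edgeR was 0, beside 665 genes at an unadjusted p under 0.05. With the replicate block, 10 genes met the criteria of the legend, and with each sample left out in turn between 3 and 32 genes did.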

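Of the 223 nuclear-encoded mitochondrial genes tested in *w*1118 thoraces, 0 met the criteria of the legend for lower expression and 0 were lower with an adjusted p under 0.05 in edgeR, beside 176 of 219 in *Act88F-GS-Gal4* thoraces. Lower log2 fold changes without regard to a threshold were found in 54 of the 223 genes. In *elav-GS-Gal4* heads, 0 of 218 genes met the criteria for lower expression and 1 (0.459%) was lower with an adjusted p under 0.05, against 10 that were higher. The share lower at an adjusted p under 0.05 was 0 in both with the replicate block.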

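In *elav-GS-Gal4* heads, 360 genes had an unadjusted p under 0.05 and a log2 fold change over 1 in edgeR's quasi-likelihood test, and 568 had a log2 fold change under -1. Every RU486 sample lay beyond every control sample in 355 of the higher genes but in 204 of the lower ones. At an adjusted p under 0.05, 533 genes were higher and 83 lower. With the replicate number as a block, 340 genes met the criteria for higher and 112 for lower expression, and 149 and 19 passed an adjusted p under 0.05. Deviations from the group means correlated across genes at -0.0646 to 0.0725 for the 3 pairs of same-numbered samples and at -0.0824 to 0.0430 for the 6 differently numbered pairs, so the same-numbered samples did not deviate together. The number of lower genes fell furthest with the paper's per-gene unequal-variance test on log2(FPKM + 1), to 7, while the number of higher genes was 188 with that test. The number of lower genes rose furthest with all 18 samples in 1 fit, to 2803, and was 2707 without control replicate 3. The largest rises by the rule for named genes were those of *CheB93a* (log2 fold change 4.95, standard error 0.81, adjusted p = 0.0351), *CG32551* (4.74, standard error 0.34, adjusted p = 0.00468) and *CheA86a* (4.70, standard error 0.66, adjusted p = 0.0212). The largest falls were those of *Amy-p* (-2.27, standard error 0.35, adjusted p = 0.0288), *Amy-d* (-1.82, standard error 0.22, adjusted p = 0.0141) and *CG5150* (-1.43, standard error 0.23, adjusted p = 0.0298). *Amy-p* and *Amy-d* are near-identical neighbours on chromosome 2R, so the counting could have split or lost reads between them. Under the replicate block, *CheB93a* (adjusted p = 0.0677), *Amy-p* (adjusted p = 0.179) and *Amy-d* (adjusted p = 0.103) no longer passed. With each sample left out in turn, *CG32551* passed in 4 of 6 fits and *Amy-p* and *Amy-d* in 2 each. *CheB93a*, *CheA86a* and *CG5150* passed in 1 each, so these calls were lost in most fits. Their log2 fold changes ran from 4.32 to 5.57, from 4.13 to 5.15 and from -1.60 to -1.30. The fits cannot tell dependence on a single sample from the smaller number of samples. The level of gut-marker genes differed between the controls, with a mean log2 CPM of 6.98, 5.83 and 2.37 in replicates 1, 2 and 3, against 2.71, 2.81 and 2.62 after RU486, and that of the 20 testis-marker genes tested was 4.58, 3.17 and 0.52 against 0.58, 0.72 and 0.78.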

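Log2 fold changes were compared between the experiments across the genes tested in both, which describes their resemblance but is no test, since genes are not independent replicates. Between *Act88F-GS-Gal4* and *w*1118 thoraces, Spearman's rho was 0.0859 and Pearson's r -0.103 across 10519 genes. Between *Act88F-GS-Gal4* thoraces and *elav-GS-Gal4* heads they were 0.00617 and -0.0197 across 10065 genes. Between *w*1118 thoraces and *elav-GS-Gal4* heads they were 0.461 and 0.567 across 10478 genes. Of the genes tested in both of the latter experiments, 102 were lower in *w*1118 thoraces by the criteria of the Fig. 2 legend and 565 in *elav-GS-Gal4* heads, with 37 in both. Restricted to genes with an adjusted p under 0.05 in either experiment, the last pair of correlations was 0.245 and 0.0851.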

Altogether, these findings suggest a remarkable plasticity in the induction of gene expression changes by RU486, presumably in a manner that is dependent on the interaction of RU486 with the genetic background of a specific strain and characteristic features of a tissue, such as mitochondrial content.

## Discussion

In conclusion, the side effects described herein suggest that caution be taken when using RU486 and the GS system. We recommend that the side effects induced by RU486 should be evaluated in the context of the specific experimental settings. Side effects induced by RU486 vary in a stock- and tissue-dependent manner (Figs 1 and 2) and this should be taken into consideration when designing experiments and interpreting the observed phenotypes. For example, on the basis of these findings (Fig. 1), it seems inappropriate to use *Act88F-GS* as a tool to investigate pathways that regulate mitochondrial gene expression, as any effect due to pathway modulation may be masked by the effects that RU486 by itself has on mitochondrial gene expression.

Similarly, proper controls, consisting of ethanol-treated GS-Gal4 flies and RU486-induced expression of mock transgenes, should always be included to avoid erroneous conclusion about the effects of pathway modulation that may instead be explained by the action of RU486 by itself.

## Methods

### *Drosophila* husbandry and GeneSwitch-mediated expression

All experiments were performed with 10- to 14-day-old male flies kept (25–30 flies/tube) at 25 °C, 60% humidity, and a 12-h/12-h light–dark cycle. For experiments with the GS system, flies were raised for 4 days on normal food post eclosion and then kept for 10 days on food supplemented with the indicated concentration of RU486 (mifepristone; Calbiochem #475838) dissolved in ethanol, or with ethanol alone (control).

### Survival analysis

Lifespan experiments were done following standard procedures^13^ and by using 10 µM RU486 dissolved in ethanol to induce transgene expression. Ethanol alone was used as control treatment.

### Fly stocks

Fly stocks used in this study were *Act5c-GS-Gal4*, *WB-FB-GS-Gal4* (a combination of *S32-GS-Gal4* and *S106-GS-Gal4*), and *MHC-GS-Gal4*, which were described in a previous study.^6^ The *elav-GS-Gal4* (#43642) and *UAS-mCherry* (#35787) were obtained from the Bloomington *Drosophila* Stock Center. The wild-type strains used were *B3* and *w*^*1118*^. *UAS-foxo* fly stocks were also used.^7^

### Generation of *Act88F-GS-Gal4* fly stocks

*Act88F-GS-Gal4* was constructed by PCR-based amplification from genomic DNA of a 2-kb genomic region that includes the transcription start site of *Act88F*, using the same oligos used in a previous report:^14^ ACAATAGGCAAATTTAGTT and CATCTTGGCAGTTGTTTATC.

The PCR product was cut and cloned into the pCaSpeR5 vector with the EcoRI and KpnI enzymes. Subsequently, the open-reading frame that encodes GS-Gal4 was inserted downstream into KpnI/NotI sites. A SV40 poly(A) sequence was then inserted into the *Nhe*I site downstream of the GS-Gal4 sequence. The *pCaSpeR5-Act88F-GS-Gal4* plasmid was then injected into *yw* embryos, and fly stocks were established. A line with minimal leaky expression was then selected (Supplementary Figure 1).

### qRT-PCR

qRT-PCR was done as previously described.^13^ Specifically, total RNA was extracted with the TRIzol reagent (Life Technologies) from at least 20 thoraces from male flies per group, and reverse transcribed with the iScript cDNA synthesis kit (Bio-Rad). qRT-PCR was performed with the iQ SYBR Green Supermix and a CFX96 Real-Time PCR Detection System (Bio-Rad). *Alpha-Tubulin 84B* was used as a normalization reference. Relative quantitation of mRNA levels was done with the comparative C_T_ method. The following oligos were used:

*foxo*: 5′-CAGTGCCGGATGGAAGAACT-3′ and 5′-ATCCACCAGGATGACTTGCC-3′

*Hsp26*: 5′-ACGAGCTTGGACTGGGATTG-3′ and 5′-AAGGGCATCCGTTGATGGAA-3′

*Hsp83*: 5′-CGTTTGCCGGTTCGAGTCTT-3′ and 5′-TCTGCTTCTTCTGGCATCTTGT-3′

*Hsp60*: 5′-CCGTCGAAGAGGGAATCGTT-3′ and 5′-CACGCCGAGTTTCTGATCCT-3′

*mRpS5*: 5′-GCTTCTTTAACAAATTACCTGCTGA-3′ and 5′-TATGCGACCGCATTTTCCGA-3′

*Las*: 5′-TTAAGGCGCGCAACTCAAAC-3′ and 5′-TTGGCGATCGTCTTCACACA-3′

*CG30493*: 5′-GAGTTCCTCAAGAGCCGCAT-3′ and 5′-CGAGAATATTACGCGCCGTG-3′

*CG41128*: 5′-TTAAAGGATGTGGAGGCGTAA-3′ and 5′-CGTCCTATAAGCGATGCCCA-3′

*CG10924*: 5′-GGCCCAACAAAGCGCAATAA-3′ and 5′-TGGTGAGACCAATCCGCATC-3′

*AlphaTub84B*: 5′-GTTTGTCAAGCCTCATAGCCG-3′ and 5′-GGAAGTGTTTCACACGCGAC-3′

### SDH assays

For each sample, 15 thoraces were homogenized in a bullet blender (NextAdvance) with 100 µL of ice-cold SDH assay buffer, kept on ice for 10 min, and centrifuged at 10,000 × *g* for 5 min. Then, the supernatant was transferred to a fresh tube. In a 96-well plate, 25 µL of supernatant was plated per well, and the volume was adjusted to 50 µL with SDH assay buffer. Subsequently, 50 µL of a reaction mix (46 µL of SDH assay buffer, 2 µL of SDH assay mix, and 2 µL of SDH probe) was added to each well. The absorbance was immediately read at 600 nm in the kinetic mode for 25 min at 25 °C by using a Tecan Infinite M200 Pro microplate reader. The activity of SDH was calculated as per the manufacturer's instructions (Succinate Dehydrogenase kit, BioVision), as previously done.^15^

### RNA sequencing

After tissue homogenization with a bullet blender, RNA was extracted by using the TRIzol reagent (Life Technologies), and purified by using the RNeasy minikit (Qiagen) cleanup. Subsequently, samples were prepared for RNA-seq by using the TruSeq stranded mRNA library preparation kit (Illumina) and sequenced on the Illumina HiSeq 2000 platform. FastQ sequences were mapped to the *Drosophila* genome BDGP5.75 by StrongARM.^16^ Mapped reads were counted by using HTSeq,^17^ and gene-level fragments per kilobase per million mapped fragments (FPKM) values were computed. All sample data were collated into a matrix by using R (v3.0.1) and log start-transformed [log2(FPKM + 1] in STATA/MP 11.2. Genes were statistically tested by class (*t* test, unequal variance *t* test per gene). Bonferroni correction and false discovery rates (FDRs) were determined to allow both strict and modest multiple-comparison filtering (Partek Genomics suite 6.6). Significantly regulated genes were analyzed for enriched gene sets by using DAVID. Genes corresponding to *Drosophila* mitochondrial proteins annotated in the MitoMax database^18^ are highlighted in blue in Figs 1 and 2.

### Flight assays

Flight tests were done in a “Sparrow chamber”, an apparatus consisting of a plexiglass box that is 40-cm high and 20-cm wide, with a small opening to introduce the flies and having a light source at the top.^19^ Flight tests were performed by releasing each fly to the center of the box and then scoring its ability to fly. Flies were defined as non-flyers if they fall at the bottom at the chamber.

### Statistical analyses

All experiments were performed with biological triplicates unless otherwise indicated. The unpaired two-tailed Student's *t* test was used to compare the means of two independent groups to each other. ANOVA with Tukey's post hoc test was used for multiple comparisons of more than two groups of normally distributed data. Flight assays were analyzed with the chi-square analysis of contingency tables and Fisher exact tests. The *n* for each experiment can be found in the figure or figure legends and represents individual flies, batches of flies, and of batches of fly tissues for all in vivo experiments, as indicated in the figure legends and Methods. Bar graphs represent the mean ± SD. A result was defined as significant if *P < 0.05. Statistical analyses were done with Excel and GraphPad Prism. Statistical analysis of lifespan data was done using OASIS^20^ with Fisher exact test at 50% survival.

## Supplementary information

Supplementary Information

## Data Availability

The RNA-sequencing data sets that support the findings of this study are provided in Supplementary Data 1 and are available at the Gene Expression Omnibus (GSE129815). Flight assay results are provided in Supplementary Table 1. Other data sets are available from the corresponding author upon request.

How the deposited data were processed for this re-analysis (not part of the article)

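Messenger RNA was sequenced from thoraces of *Act88F-GS-Gal4* flies, thoraces of *w*1118 flies and heads of *elav-GS-Gal4* flies, each fed 100 µM RU486 or ethanol for 10 days, with 3 samples per group. The authors mapped the reads to the genome build BDGP5.75 with StrongARM and counted them per gene with HTSeq, and the deposited values are these counts for 15682 gene symbols, without normalization. The authors then computed FPKM, took log2(FPKM + 1), tested each gene with an unequal-variance test and analysed gene categories with DAVID. Those steps were not part of the deposited counts. CPM and FPKM values given here were computed from the counts, and the DAVID categories were not recomputed.

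Samples were grouped by the stock, tissue, treatment and replicate number in their labels. No pair of replicates of a group held identical counts, and the chi-square of their counts per degree of freedom ran from 12.6 to 458, so none was treated as a repeat of another. The reads counted on genes per sample ran from 34020840 to 96176923. Medians were 58354254 (RU486) and 37557630 (control) in *Act88F-GS-Gal4* thoraces, 71506431 and 83700548 in *w*1118 thoraces, and 52312045 and 71915924 in *elav-GS-Gal4* heads. The 10 genes with the most counts took 5.58% to 10.6% of a library. Summed over genes, replicates therefore differed by more than counting error, and no such comparison was made gene by gene. The head samples list no unaligned reads while the thorax samples do, and the paper's text names no difference in their processing.

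Each experiment was fitted with its own 6 samples in R 4.3.3. Genes were filtered with edgeR's filterByExpr, libraries were scaled by TMM, and RU486 was compared with control by the quasi-likelihood test of edgeR 4.0.16 with robust estimation and Benjamini-Hochberg adjustment. Genes were counted at an adjusted p under 0.05, and by the criteria of the Fig. 2 legend (unadjusted p under 0.05 and a log2 fold change over 1 or under -1). The interaction was tested on the 12 thorax samples in 4 groups. Gene sets were tested with camera from limma 3.58.1 at an inter-gene correlation of 0.01, adjusted over the sets of each experiment, and set beside 10000 random lists matched on mean expression. Log2 CPM values use a prior count of 1. Sets were listed by symbol before the values were seen, apart from 5 added later (chemosensory receptors, chemosensory support proteins, neuronal genes, purine and one-carbon genes, and detoxification genes), which were adjusted separately.

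The genes named are those the paper names, the 4 succinate dehydrogenase subunits, and in each experiment the 3 largest rises and the 3 largest falls among genes with an adjusted p under 0.05, a mean log2 CPM of at least 1 and every RU486 sample on the same side of every control sample. Gene symbols were matched to the annotation of BDGP6.54, a later build, for lengths and coordinates. Of the 15682 symbols, 11943 matched a current symbol and 3379 a synonym, in all 97.7%. Of the 227 nuclear-encoded mitochondrial genes, 226 had a length (99.6%). The 37 genes of the mitochondrial genome were listed at 0 counts and were not tested.

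Alternatives were other scalings (total counts, upper quartile, DESeq2's size factors), no filter or a mean of at least 10 counts, DESeq2 1.42.0, limma voom, the paper's per-gene unequal-variance test on log2(CPM + 1) and log2(FPKM + 1), all 18 samples in 1 fit, the mean level of testis-marker genes as a covariate, other mitochondrial lists, camera with an estimated correlation, the replicate number as a block, and each sample left out in turn. The pairing of the block comes from the replicate numbers in the labels. Whether these numbers mark flies reared or processed together is not stated in the paper's text. A correction for gene length, alone and with the block, was added after the values were seen. No correction for GC content was made, since no genome sequence was used here. The list of mitochondrial proteins from MitoMax and Supplementary Data 1 were not used here.

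The tests were tried on simulated counts with 200 changed genes, drawn from the means, spread and library sizes of each experiment. edgeR found 192 of the 200 in the direction simulated in *Act88F-GS-Gal4* thoraces (20 of 212 calls were on unchanged genes), 110 in *w*1118 thoraces (7 of 117), 168 in *elav-GS-Gal4* heads (13 of 181) and 140 for the interaction (9 of 149). For DESeq2 the share of calls on unchanged genes was 21.5%, 39.0%, 22.0% and 29.5% in the same order. Other groupings of the samples were compared with the real one. Of the 10 splits of 6 samples into groups of 3, the 4 that part all same-numbered pairs were compared, and the other 6 part only 1 such pair.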

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

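The tests of gene length, of single samples and of other splits of the samples, the test of library scaling for antimicrobial peptide genes, and all tests on purine genes were chosen only after the results were seen.

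The response of nuclear-encoded mitochondrial genes to RU486 differed between *Act88F-GS-Gal4* and *w*1118 thoraces, by the test of the difference itself. The median log2 difference was -1.06 (223 genes, adjusted p = 9.87e-49 in limma's camera test at the preset inter-gene correlation). For this difference, camera was not run with the correlation estimated from the list. Within each stock of thoraces, the shift of the list no longer passed an adjusted p under 0.05 with the estimated correlation. Gene by gene, 163 of the 223 were lower at an adjusted p under 0.05 in edgeR. In *Act88F-GS-Gal4* all 3 RU486 samples lay below all 3 controls. Library scaling moved the median fall within *Act88F-GS-Gal4* at most to -0.84, with total counts only, where the median of all genes was 0.18. A correction for gene length left it at -0.95, and leaving out any 1 sample left it at -0.91 or lower, so none of these 3 explanations removed it. Adding the mean level of testis-marker genes to the model gave -1.25. Over the 17 testis-marker genes that were tested, the mean log2 CPM was 1.01, 0.88 and 1.01 in the controls and 0.96, 1.09 and 1.47 after RU486. These 17 genes thus showed no excess of testis RNA in the controls. The level in the model was the mean over all 65 testis-marker genes, so what this fit took up cannot be read from these values. Of the 4 comparable splits of the 6 *Act88F-GS-Gal4* samples, 1, the real one, gave a median as far from 0 (-1.01), and 1 of 4 gave as many genes at an adjusted p under 0.05 and 1 of 4 as many by the criteria of the Fig. 2 legend, and with 4 splits the share cannot be lower than this. The highest number of genes at an adjusted p under 0.05 in any other of the 10 splits was 0 (at most 607 at an unadjusted p under 0.05), and by the criteria of the legend it was 179. For the interaction, 2 of 32 splits gave as many genes, and 2 of 32 a median as far from 0, and all of these splits keep the real *Act88F-GS-Gal4* labels. The 8 splits that kept the *Act88F-GS-Gal4* labels gave 1645 to 2629 genes and medians from -1.09 to -0.90, and the 24 others gave 0 genes (40 to 1060 at an unadjusted p under 0.05) and medians from -0.56 to 0.29. The design thus leaves these splits unable to decide on a grouping by chance. GC content was not tested, and the pattern cannot be told apart from it. No fit took up the amount of muscle RNA. Flight muscle structure genes had a mean log2 CPM of 9.51, 9.80 and 10.50 after RU486 against 10.77, 10.82 and 10.79 in the controls. Across the RU486 samples OXPHOS levels rose with them (7.74, 8.01 and 8.69), while mitochondrial ribosome levels stayed nearly the same (4.07, 4.08 and 4.10). A smaller share of muscle RNA is thus left open for part of the fall. The labels name no sequencing run, so a difference in run was not tested either. It could give this fall only if it parted the RU486 from the control samples of *Act88F-GS-Gal4*, which is left open. A library measure did part these samples. Of the uniquely aligned reads, 86.5%, 87.2% and 86.8% lay on genes after RU486, against 84.4%, 82.2% and 81.8% in the controls. In *w*1118 thoraces the groups overlapped (86.9%, 89.5% and 87.4% against 88.4%, 88.4% and 87.6%). The cause of this difference was not tested. A biological response that depends on GeneSwitch in muscle remains a hypothesis, and the fits leave open which of stock and GeneSwitch matters, because the stocks may differ elsewhere in the genome.

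The legend of Fig. 1 states that the genes raised by RU486 gave no GO categories, and these categories were not recomputed here. A signal that the paper does not discuss appeared in the antimicrobial peptide genes of *Act88F-GS-Gal4* thoraces. Their median log2 fold change was 4.69, with 14 of 14 genes higher and 13 at an adjusted p under 0.05 (adjusted p = 2.37e-08 for the set in camera). The mean log2 CPM was 7.76, 7.25 and 6.29 in the RU486 samples and 2.38, 2.70 and 3.66 in the controls, so it was higher in 3 of 3. With the replicate block the median was 4.68. It also differed between the stocks, with a median log2 difference of 5.74 (adjusted p = 2.06e-05 in camera, 9 of 14 genes at an adjusted p under 0.05 in edgeR). In *w*1118 thoraces the median was -1.10 (adjusted p = 0.864). Other scalings of the libraries left the median in *Act88F-GS-Gal4* at 4.71 or higher, leaving out 1 sample left it at 4.03 or higher, and a length correction gave 4.64. Among the 4 comparable splits 1, the real one, gave a median as large. For the interaction 2 of 32 splits did, both with the real *Act88F-GS-Gal4* labels. Splits that kept these labels went down to 3.34, and those that swapped them went up to 3.58. These kinds of split overlapped, so the splits cannot decide on a grouping by chance. These genes also differed among flies that were not fed RU486. In the *w*1118 controls their mean log2 CPM was 5.92, 4.05 and 1.65. A candidate explanation is therefore an exposure to microbes that differed between the vials or batches of flies, and it was not tested. The rise cannot be told apart from this explanation. A response to RU486 through GeneSwitch is a further hypothesis, but in *elav-GS-Gal4* heads, the other GeneSwitch stock, these genes did not rise (median -1.07, 10 of 13 lower, adjusted p = 0.104 in camera, with samples that overlapped), and the difference from heads was not tested.

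Genes of purine synthesis and one-carbon metabolism moved in opposite directions in *elav-GS-Gal4* heads and *Act88F-GS-Gal4* thoraces. The difference between these responses was a median of -1.69 on the log2 scale over 7 genes (adjusted p = 2.27e-05 in camera, 7 of 7 genes at an adjusted p under 0.05 in edgeR). In heads the median was -0.71, with mean log2 CPM of 7.01, 6.97 and 7.13 after RU486 against 7.81, 7.74 and 7.89 in controls, lower in 3 of 3. In *Act88F-GS-Gal4* thoraces it was 0.84, with 7.38, 7.65 and 7.40 against 6.54, 6.52 and 6.80, higher in 3 of 3, and in *w*1118 thoraces it was 0.051. Other scalings left the median in heads at -0.72 or lower, the mean level of testis-marker genes in the model gave -0.75, and 1 of the 4 comparable splits, the real one, gave a median as far from 0. Neither scaling nor testis RNA thus removed the fall. The list was put together from genes that had been seen to fall in heads, so its median and set test are biased by that choice. In heads all 7 genes were lower at an adjusted p under 0.05 in edgeR, adjusted over the 10653 genes tested. With each sample left out in turn, the median in heads lay between -0.77 and -0.62. The edgeR calls argue against a fall by chance in these 7 genes, since they were adjusted over all genes tested. The medians and the splits do not bear on this, because the genes were chosen for their fall. Control replicate 3 had gut and accessory gland levels (2.37 and 0.11) near those of the RU486 samples. Its purine level still lay 0.76 above the highest of theirs. RNA of these tissues does not account for the higher level in this control, but it is 1 sample and does not settle the question. Tissues other than these were not tested. The opposite change in thoraces was not used to choose the list. Tissue and stock differ together between heads and *Act88F-GS-Gal4* thoraces, as does the listing of unaligned reads, and cannot be told apart in this comparison. Between the 2 stocks of thoraces, the response was higher in *Act88F-GS-Gal4* by a median of 0.78 (7 of 7 genes higher, 3 of them at an adjusted p under 0.05 in edgeR, adjusted p = 0.0259 for the set in camera), which may be a difference between stocks within this tissue. It kept its direction but no longer passed with total counts (0.99, adjusted p = 0.0662) or without *Act88F-GS-Gal4* RU486 replicate 2 (adjusted p = 0.0518), *Act88F-GS-Gal4* control replicate 1 (0.0593) or *w*1118 RU486 replicate 2 (0.0639). GC content was not tested, and no biological explanation can be separated from it here.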

How the results depend on the processing

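The correction for gene length was chosen only after the results were seen, while the other alternatives, the gene sets of the main tests and the rule for named genes were set before the data were examined. Over counts of genes, medians of the mitochondrial list and correlations, 311 of 432 values stayed the same in direction and threshold, or within 1.5 times for counts. Another 115 moved further, 5 lost their threshold and 1 reversed. Of 985 values for single genes and sets, 874 stayed the same, 96 no longer passed, 9 passed where they had not, and 6 reversed. Where no value below shows a cause, the cause was not tested. The GC and length correction, its combination with the replicate block, and the mitochondrial list taken from gene descriptions were not run, since no genome sequence or descriptions were used.

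The median log2 fold change of nuclear-encoded mitochondrial genes in *Act88F-GS-Gal4* thoraces lay between -1.25 and -0.84 under all 18 alternatives other than leaving out a sample, and between -1.14 and -0.91 across the 6 fits that each left out 1 sample. Some scalings moved the median of all genes, to 0.18 with total counts, 0.15 and 0.13 with the unequal-variance test on log2(CPM + 1) and log2(FPKM + 1), and 0.10 with all 18 samples in 1 fit. For the interaction it moved to 0.27 with total counts, 0.16 with all 18 samples, 0.13 with the upper quartile, and 0.11 with DESeq2 and with DESeq2's size factors. With camera's correlation estimated from the list, the medians were the same (-1.01, 0.059 and 0.10 in *Act88F-GS-Gal4* thoraces, *w*1118 thoraces and *elav-GS-Gal4* heads), but none passed (adjusted p = 0.104, 0.707 and 0.574 in limma). With mitochondrial ribosomal proteins only, the median in *w*1118 was 0.024 (adjusted p = 0.0698 in camera).

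With total counts only, *Act88F-GS-Gal4* thoraces had 2631 genes higher and 1264 lower at an adjusted p under 0.05, and 351 lower by the criteria of the Fig. 2 legend. In *elav-GS-Gal4* heads the share of mitochondrial genes lower at an adjusted p under 0.05 was 0.917% with total counts and 0.917% with DESeq2's size factors, against 0.459%.

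With the unequal-variance test on log2(CPM + 1), *Act88F-GS-Gal4* thoraces had 490 genes higher and 396 lower at an adjusted p under 0.05, 182 and 270 by the criteria of the legend, and 28.8% of mitochondrial genes lower. *w*1118 thoraces had 1 higher and 104 lower by the criteria. Heads had 0 and 0 at an adjusted p under 0.05 (968 and 450 at an unadjusted p under 0.05), 211 and 9 by the criteria, and a mitochondrial share of 0%. On log2(FPKM + 1) the values were 464, 379, 175, 259 and 28.0% in *Act88F-GS-Gal4* thoraces, 0 and 86 in *w*1118 thoraces (393 and 617 at an unadjusted p under 0.05), and 0, 0, 188, 7 and 0% in heads (953 and 444 at an unadjusted p under 0.05).

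With the replicate block, 877 genes were higher in *Act88F-GS-Gal4* thoraces at an adjusted p under 0.05, 446 were lower in *w*1118 thoraces by the criteria, and heads had 149 higher and 19 lower at an adjusted p under 0.05, 112 lower by the criteria and a mitochondrial share of 0%. With the replicate block and length correction together, the number lower in *w*1118 was 459, and heads had 1.3e+02, 18, 112 and 0%.

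With the mean level of testis-marker genes in the model, *Act88F-GS-Gal4* thoraces had 208 genes higher and 504 lower at an adjusted p under 0.05 and a mitochondrial share of 43.8%, and *Hsp26* reversed to -0.98. *w*1118 thoraces had 34 higher and 119 lower by the criteria, and a mitochondrial median of -0.020. Heads had 90 higher and 13 lower at an adjusted p under 0.05, 16 lower by the criteria and a mitochondrial share of 0%. The medians of testis-marker genes reversed to 0.22 in *w*1118 and 0.17 in heads, and in heads those of accessory gland genes to 0.29 and of gut genes to 0.10.

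Without a filter on low counts, *w*1118 thoraces had 26 genes higher by the criteria, and heads had 223 higher and 27 lower at an adjusted p under 0.05, 1716 lower by the criteria and a mitochondrial share of 0%. With a mean of at least 10 counts, heads had 310, 53 and 1580, and the correlation of *w*1118 thoraces with heads was 0.620 (Spearman) and 0.686 (Pearson). With DESeq2, *w*1118 thoraces had 203 higher and 95 lower at an adjusted p under 0.05 and 20 higher by the criteria, and heads had 1032, 873 and a mitochondrial share of 1.38%. With limma voom, *w*1118 had 5 higher and 458 lower by the criteria, and heads 28 lower. With all 18 samples in 1 fit, *w*1118 had 19 higher and 156 lower by the criteria, and heads had 2676 lower at an adjusted p under 0.05, 2803 lower by the criteria and a mitochondrial share of 5.38%.

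Over genes with an adjusted p under 0.05 in either experiment, Pearson's r was -0.168 between *Act88F-GS-Gal4* and *w*1118 thoraces, the correlations of *Act88F-GS-Gal4* thoraces with heads were 0.0444 (Spearman) and 0.0397 (Pearson), and those of *w*1118 thoraces with heads 0.245 and 0.0851.

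Across the 6 fits that each left out 1 sample, *Act88F-GS-Gal4* thoraces had 660 to 1391 genes higher and 1378 to 2296 lower at an adjusted p under 0.05, and *Hsp26* ran from -0.10 to 0.62. *w*1118 thoraces had 3 to 32 higher and 132 to 764 lower by the criteria, and a mitochondrial median of 0.0085 to 0.10. Heads had 0 to 870 higher and 0 to 2511 lower at an adjusted p under 0.05 (1094 to 1665 and 251 to 3278 at an unadjusted p under 0.05), 55 to 2707 lower by the criteria, and a mitochondrial share of 0% to 4.04%. The numbers of genes just given for heads and *w*1118 thoraces thus depended on single samples, while others moved less. Heads had 268 to 361 genes higher by the criteria, and *w*1118 thoraces had 0 at an adjusted p under 0.05 in all 6 fits (262 to 754 higher and 246 to 1309 lower at an unadjusted p under 0.05). Low counts limit which marker genes entered the tests in heads, 20 of 65 testis genes and 12 of 43 gut genes, and the effect of depth was not tested otherwise.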

Differences from the paper's values

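For *w*1118 thoraces the paper's number of genes with p under 0.05 and a log2 ratio under -1 is 1066, and the number found here was 270. Of the 18 alternatives set before the data were examined, leaving out RU486 replicate 2 came within 1.5 times of the paper's value, at 764 genes, and the other 17 did not, at 86 to 535. The paper's per-gene unequal-variance test on log2(FPKM + 1), which its methods name, gave 86. The length correction, chosen after seeing the values, gave 231 genes, and 459 with the replicate block.

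In the other direction the paper's number for *w*1118 thoraces, with p under 0.05 and a log2 ratio over 1, is 3, and the number found here was 11. Leaving out control replicate 2 gave 3 genes, the paper's value, and the other 17 alternatives set before the data were examined gave 0 to 34 genes, none within 1.5 times of it. The length correction, chosen after seeing the values, gave 14 genes, and 13 with the replicate block.

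The paper's values for *elav-GS-Gal4* heads, 274 genes higher and 544 lower, lay within 1.5 times of the 360 and 568 found here. For the higher genes 17 of the 18 alternatives set before the data were examined did too, all but the mean level of testis-marker genes in the model (482 genes). For the lower genes 5 did, namely DESeq2's size factors (571), total counts (584), the upper quartile (591), DESeq2 (728) and leaving out control replicate 2 (407), and the other 13 did not, at 7 to 2803. With the paper's per-gene unequal-variance test on log2(FPKM + 1) the numbers were 188 and 7.

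The legend of Fig. 1 states that *Hsp26* and *Hsp83* rise after RU486 by qRT-PCR in *Act88F-GS-Gal4* muscle. In the RNA-seq counts *Hsp83* fell, with a log2 fold change of -0.74 (standard error 0.11, adjusted p = 0.00369 in edgeR, 1739 ± 97.8 CPM in controls and 1043 ± 92.2 after RU486, SD), and *Hsp26* had a log2 fold change of 0.31 (standard error 0.35), which did not pass the threshold (adjusted p = 0.527). The legend lists *Hsp60* among the genes that decline, and its log2 fold change was -0.21 (adjusted p = 0.102 in edgeR). The direction was thus that of the legend, although the threshold was not passed. Every RU486 sample (269 to 289 CPM) lay below every control sample (306 to 353 CPM). The qRT-PCR measurements were not analysed here.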

Other observations

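The tests of accessory gland and gut RNA, of what the testis-marker level takes up, of chemosensory, muscle and detoxification genes and of other splits were chosen only after the results were seen, while the tests of testis-marker genes were not.

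The genes lower after RU486 in *w*1118 thoraces may come in part from male reproductive tissue that differed between the dissected samples. The testis-marker genes had a median log2 fold change of -1.18, lower than in all 10000 random lists of the same abundance (65 of 65 genes lower). Their mean log2 CPM ranged over 0.86 among the controls, more than that of cytosolic ribosomal (0.067) and muscle structure genes (0.20) but less than that of eye (1.24), gut (1.37) and antimicrobial peptide genes (4.28). It ranged over 3.87 among the RU486 samples, of which replicate 1 was at 0.12 and the others at 3.99 and 2.88. Accessory gland genes had a median of -1.92, with mean log2 CPM of -2.71, 2.19 and 2.82 after RU486 and 3.64, 3.47 and 3.63 in controls. With the testis-marker level in the model, 119 genes met the criteria of the Fig. 2 legend for lower expression in place of 270, but settings unrelated to testis RNA lowered the number as far (86 with the unequal-variance test on log2(FPKM + 1)), so this fall does not bear on the question. Of the 4 comparable splits, 1, the real one, gave as many genes by these criteria, with 281 genes in either direction against at most 153 in any other split. All 4 of 4 gave as many genes at an adjusted p under 0.05, since that number was 0 (665 genes higher and 529 lower at an unadjusted p under 0.05), and 2 of 4 gave as large a mitochondrial median as the real 0.059. These values are consistent with RNA of the reproductive tract in varying amounts for part of the genes. How many is open, since only 6 of 65 testis-marker and 2 of 45 accessory gland genes met the criteria themselves. Within same-numbered pairs the testis-marker level was lower after RU486 in 3 of 3 (0.12 against 3.74, 3.99 against 4.45 and 2.88 against 4.59). With the replicate block, the testis-marker median was -2.05 and 446 genes met the criteria. A fall of this tissue's transcripts under RU486 would look the same, and the cause was not tested further.

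In *elav-GS-Gal4* heads the genes lower after RU486 show a related pattern among the controls. Testis-marker genes had a median of -2.49 (19 of 20 lower), and their mean log2 CPM was 4.58, 3.17 and 0.52 in the controls, a range of 4.06, against 0.58, 0.72 and 0.78 after RU486. Gut genes ranged over 4.62 among the controls, with 12 of 12 lower and a median of -3.73. Control replicate 3 was near the RU486 samples in both. With the testis-marker level in the model, 16 genes met the criteria for lower expression in place of 568, but the number also fell to 28 with limma voom and to 7 with the unequal-variance test on log2(FPKM + 1), so this fall is not specific to testis RNA. A candidate explanation is abdominal tissue that reached control replicates 1 and 2 during dissection or library preparation. Of the 4 comparable splits, 1, the real one, gave as many genes at an adjusted p under 0.05, 1 of 4 as many by the criteria of the legend and 1 of 4 as large a mitochondrial median, with 928 genes by the criteria in either direction against at most 612 in any other of the 10 splits.

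Whether the genes lower in *w*1118 thoraces are those that vary among the head controls was also asked, since carry-over of the same tissue could lower both. Over 261 of the 270 genes, the median SD among the 3 head controls was 1.92 on the log2 scale. Random lists of the same abundance had a median of 1.61, and 90.8% of them were lower. The comparison cannot decide, because random genes of low abundance in heads may themselves vary with such tissue. Across genes, log2 fold changes in *w*1118 thoraces and heads had a Spearman correlation of 0.461 and a Pearson correlation of 0.567, and 37 of the 102 genes lower in *w*1118 thoraces among those tested in both were also lower in heads by the criteria of the legend. Carry-over of the same tissue therefore remains open.

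Chemosensory genes were higher after RU486 in *elav-GS-Gal4* heads. Genes of odorant-binding and related support proteins had a median log2 fold change of 2.61 (49 of 56 higher, adjusted p = 1.04e-20 in camera), with mean log2 CPM of 3.81, 4.39 and 3.67 against 1.53, 1.82 and 1.62 in controls, higher in 3 of 3. Receptor genes had a median of 1.29 (57 of 63 higher, adjusted p = 7.84e-15) and general neuronal genes one of 0.18 (adjusted p = 0.194), and whether these medians differ was not tested. Other scalings left the support genes at 2.57 or higher, and 1 of the 4 comparable splits, the real one, gave a median as large. A candidate explanation is more antennal, mouthpart or leg tissue in the RU486 samples. Because the lists were written after genes of this kind had been seen among the largest rises, their set tests are biased by that choice. Of the 56 support genes, 37 were higher at an adjusted p under 0.05 in edgeR, adjusted over all genes tested. With each sample left out in turn, their median stayed at 2.23 or higher. The edgeR calls argue against chance for the support genes, while the medians are biased by the same choice. The tests cannot tell more of such tissue apart from a response to RU486, while scaling did not remove the rise. The support genes were also higher in *Act88F-GS-Gal4* thoraces, with a median of 0.76 (41 of 45 higher, adjusted p = 6.02e-06 in camera, all 3 RU486 samples above all 3 controls). Tissue such as legs could differ among these thorax samples as well, which was not tested. The controls ran from 0.10 to 1.82, and the lowest RU486 sample was at 1.90. A split that mixed RU486 and control samples, and parted only 1 same-numbered pair, gave a median of 0.80. This rise is therefore less clear than that in heads. In *w*1118 thoraces the evidence was mixed. Their median was 0.15 (48 of 60 higher, adjusted p = 0.000147), but the mean log2 CPM was 2.65, 2.79 and 3.05 after RU486 against 2.77, 2.79 and 2.93 in controls, and receptor genes had a median of -0.13 (21 of 37 lower, adjusted p = 0.984). These medians kept their direction under the 3 other scalings, and whether heads differ from thoraces was not tested.

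The small rise of OXPHOS genes in heads (median 0.23, 69 of 69 higher, adjusted p = 1.23e-17 in camera) went with a rise of flight muscle structure genes (median 0.58, 17 of 19 higher, adjusted p = 0.00024). Mean log2 CPM of the muscle genes was 7.24, 7.68 and 7.16 after RU486 and 7.29, 6.72 and 6.74 in controls, so the groups overlapped. More muscle tissue in the RU486 samples is a candidate explanation that the samples do not settle. RU486 replicate 2 had both the highest muscle and the highest OXPHOS level (7.48). Control replicate 1 had more muscle signal than RU486 replicates 1 and 3, yet its mean log2 CPM of OXPHOS genes lay below theirs (7.11 against 7.33 and 7.34, a difference of -0.22 from the lower), but it is 1 sample, and the one with the most gut and testis RNA.

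Whether detoxification genes respond to RU486 in all 3 experiments is left open. Their median log2 fold changes were 0.11 in *Act88F-GS-Gal4* thoraces, 0.032 in *w*1118 thoraces and 0.049 in *elav-GS-Gal4* heads, above 97.27%, 96.92% and 98.25% of random lists of the same abundance and above 0 under the 3 other scalings. Only 1 of the 3 experiments, *w*1118 (43 of 75 genes higher, adjusted p = 0.0159 in camera), passed the threshold in camera, against adjusted p = 0.147 and 0.194 in the others. The mean log2 CPM was higher after RU486 in 3 of 3 same-numbered pairs of *Act88F-GS-Gal4* (4.21, 4.53 and 4.45 against 4.05, 4.21 and 4.21), and in 2 of 3 pairs of each of the others.

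Some values of *Act88F-GS-Gal4* thoraces belong to no claim. The *Act88F* gene, whose promoter drives GeneSwitch in this stock, had a log2 fold change of -2.13 (adjusted p = 0.0264 in edgeR), with RU486 samples at 553 ± 435 CPM (SD, n = 3). The *foxo* gene had a log2 fold change of -0.60 (adjusted p = 0.0339, and 0.0847 with the replicate block). With each sample left out in turn, *Act88F* passed an adjusted p under 0.05 in 2 of 6 fits and *foxo* in 1. Cytosolic chaperone genes had a median of 1.26 (adjusted p = 0.068 in camera). Eye-marker genes had a mean log2 CPM of 6.05 in control replicate 1, against 1.99 and 2.44 in the other controls and 2.55, 2.70 and 3.37 after RU486.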
